A study of Homo sapiens with 6 samples. Its data were reported in "Inhibition of cannabinoid receptor type 1 sensitizes triple-negative breast cancer cells to ferroptosis via regulating fatty acid metabolism" (2022).

How the data were processed

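Gene expression was measured in 6 libraries of MDA-MB-231 cells, 3 named Vector and 3 named CB in their titles and called CB1 here, and the groups and replicate numbers were taken from those titles. The labels also carry a treatment field that names the vehicle DMSO for the Vector libraries and CB1 for the others, while the design text of the series speaks of vehicle and of CB1 overexpression. The study's methods describe a stable line made by lentiviral transduction with a pCDH construct.

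According to the study's methods, poly(A) RNA was selected with oligo(dT) beads, libraries were made with an NEBNext Ultra kit and sequenced on an Illumina instrument, and only uniquely mapped reads in exons were used. The submitters' processing notes name HISAT2 2.0.5 and featureCounts 1.5.0-p3. The deposited counts are whole numbers per gene that the authors did not normalize. The deposited FPKM values were made by the authors from these counts, the gene length and the library total, times 1 constant per library. Whether counting used strand is not given in the sources used here, so overlapping and antisense genes are uncertain. Uniquely mapped reads lower the counts of genes with near-identical copies. Gene identifiers and coordinates in the tables were equal to those of GENCODE release 29 on GRCh38 for 58735 of 58735 genes, and gene names were equal for 99.95%.

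The design written before the data were examined assumed FPKM alone and a limma test on log2(FPKM + 1). The tables held counts as well as FPKM, and the edgeR quasi-likelihood test on the counts therefore replaced it, with the limma test kept as an alternative. Genes with a mean of at least 0.5 FPKM over the 6 libraries entered the test, 15289 in all. Library sizes were scaled with TMM factors, CPM values are counts per 1000000 of the scaled sizes, and p-values were two-sided with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. For genes with few Vector counts, ratios of counts are given with a 95% exact binomial interval, and for genes without any, lower bounds against 3 counts over the group. Both cover counting error only. Total counts ran from 16957881 to 18833661, and the common biological coefficient of variation was 8.51%.

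Before the data were examined, 42 gene lists were fixed, of which 38 had at least 5 tested members. Each was tested with camera of limma at its preset correlation of 0.01, with adjustment over the lists, and again with an estimated correlation and on ranks. With an estimated correlation, p-values rose also for lists whose estimate lay below 0.01. That form of camera uses the few residual degrees of freedom of the 6 libraries, whereas the preset form uses the number of genes. A call lost with it is therefore not by itself a sign of correlated genes. The named genes followed a rule fixed at the same time. They were CNR1, fatty acid and cell cycle genes that the study measured (CCNA1 and CTSE1, which it also measured, were not included), the 12 protein-coding genes with the largest rise and the 12 with the largest fall among genes past the threshold with a mean of at least 1 FPKM in the higher group, a gene symbol and no overlap between the groups, and up to 4 members of each list with the smallest p or, where none passed, up to 2 with the highest abundance, which could be left out. Genes outside that rule are marked as chosen after their values were seen.

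The tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. The procedure was tested on simulated data for the comparison of CB1 with Vector, with counts drawn for 15289 genes from the Vector means and the library sizes. edgeR recovered 80% of 100 genes changed 2-fold and 93% of 100 genes changed 4-fold, with 8 false calls among 181. In separate simulated data, where the cholesterol synthesis list alone was shifted and no other gene changed, camera called 1 of 38 lists, the shifted one. Each gene was drawn independently, whereas the estimated correlation within lists reached 0.963 for cytosolic ribosomal protein genes in the real data. The simulation therefore cannot check the preset correlation of camera. The 181 calls in the simulation of single genes were also far fewer than the 7607 in the real data. Alternatives covered the abundance minimum, the pseudocount, the scaling, the prior variance, array weights, gene biotype, a replicate block, each library left out in turn, limma, limma-voom, DESeq2 and other thresholds. In tests of genes and lists, the pseudocounts, TPM, median-of-ratios factors, quantile normalization and array weights were used in limma fits on log2 FPKM. These alternatives therefore change the test as well as the setting named. ELOVL2 lay below the abundance minimum and was not tested. Reads were not analysed here.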

Results

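RNA from MDA-MB-231 cells, a triple-negative breast cancer line that lacks the oestrogen, progesterone and HER2 receptors, was sequenced after poly(A) selection. The series holds 6 libraries, 3 from cells carrying the empty vector (Vector) and 3 from cells overexpressing cannabinoid receptor type 1 (CB1), the G-protein-coupled receptor encoded by CNR1. The labels name DMSO as the treatment of the Vector libraries and CB1 as that of the others, and whether the CB1 libraries also received vehicle is not stated, so the groups may differ in vehicle as well. The deposited tables gave 16957881 to 18833661 counts per library over 58735 annotated genes, and 15289 genes entered the tests. Nothing in the labels states that the libraries came from separate cultures, so the p-values measure the spread between these samples, which may be technical. The study's methods describe stable lines selected with puromycin after transduction. If each group came from a single such line, a difference between the lines cannot be told apart from an effect of CB1. Pearson correlation of log2(FPKM + 1) across genes was 0.989 to 0.990 between Vector libraries, 0.979 to 0.985 between CB1 libraries and 0.953 to 0.963 between libraries of different groups. Genes are not independent replicates, and these values describe the libraries only. CB1 replicate 1 lay apart from the other CB1 libraries on the second principal component, with a score of -23.3 against 9.65 and 18.4.

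CNR1 was first examined in every library to check the labels. Its counts were 7, 6 and 4 in the Vector libraries and 6465, 7703 and 7353 in the CB1 libraries. The mean FPKM rose from 0.0513 ± 0.0138 to 64.1 ± 3.24 (SD, n = 3). The ratio of CB1 to Vector counts was 1262 with a 95% exact interval of 788 to 2167, which covers counting error only. The log2 fold change was 10.27 ± 0.14 (SE), with an edgeR adjusted p of 1.83e-13. CNR1 lies on chromosome 6 from 88139864 to 88166359, on the minus strand of GRCh38. The lentiviral construct carries the coding sequence, so endogenous and introduced transcripts could not be separated in a count per gene.

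The comparison of CB1 with Vector asked which transcripts differed when the receptor was overexpressed. ANGPTL4, a secreted inhibitor of lipoprotein lipase, rose 15.1-fold in CB1 cells, and FOS, an AP-1 transcription factor, rose 9.71-fold. SCD, the stearoyl-CoA desaturase, was 2.13-fold lower, SLC7A11, the cystine transporter subunit of system xc-, was 2.35-fold lower, and ITGA10, an integrin alpha chain, was 7.03-fold lower. Among the fixed gene lists, 18 of 24 cholesterol synthesis genes fell, whereas 12 of 20 TGF-beta targets rose and 1 fell, 19 of 25 S phase and DNA replication genes rose, and 14 of 26 hypoxia and glycolysis genes rose and 2 fell. These lists passed camera with its preset correlation but not with an estimated correlation (adjusted p = 0.0645, 0.118, 0.160 and 0.118). The estimates lay above the preset of 0.01 for TGF-beta targets (0.0598) and S phase (0.0879). They lay below it for cholesterol synthesis (-0.0113) and hypoxia and glycolysis (-0.00831), so a higher correlation did not remove those calls. The estimated form also has far fewer degrees of freedom. On ranks, at the preset correlation, all of these lists passed camera (adjusted p = 1.20e-06, 4.08e-04, 8.13e-06 and 8.61e-04, in the order named above). In total 7607 of 15289 genes differed at an edgeR adjusted p under 0.05, 3726 higher and 3881 lower in CB1 cells, so that 48.98% of the calls were higher. With libraries scaled by their totals alone this share was 39.6%, and with limma on FPKM rescaled to TPM it was 35.2%, where the median log2 change of all genes lay at -0.12. Limma on log2(FPKM + 1) without rescaling gave 47.2%. Changes of more than 2-fold were found for 926 genes, 550 higher and 376 lower, and this count depended on the abundance minimum and the pseudocount. Among genes with a Vector mean of at least 1 FPKM it was 580, and with limma on log2(FPKM + 1) it was 347.

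The 12 protein-coding genes with the largest rise had at most 1.69 CPM (counts per 1000000) as their Vector mean. Besides CNR1 they were SLPI, FUOM, IRS4, MSX2, HOXA5, BARX1, MAGEA3, HMX1, SSX1, NEFL and IGF2BP1. SLPI, a secreted protease inhibitor, had no count in the Vector libraries and 35 counts in the CB1 libraries together, which is at least 11.6-fold higher against a floor of 3 counts over the group, with 8.97 as the exact 95% lower bound of the ratio of counts. FUOM, a fucose mutarotase, had 2 and 82 counts, a ratio of 40.9 with an exact interval of 10.96 to 343. IRS4, an insulin receptor substrate, rose from 0.740 ± 0.157 to 21.2 ± 8.17 CPM and IGF2BP1, an oncofetal RNA-binding protein, from 1.69 ± 0.332 to 29.8 ± 5.41 CPM (mean ± SD, n = 3). MSX2, HOXA5, BARX1 and HMX1 encode homeobox transcription factors, with log2 changes of 4.58, 4.57, 4.55 and 4.24. Their ratios of counts were 25.4 (exact 95% interval 11.4 to 70.4), 25.1 (11.3 to 69.5), 23.9 (14.1 to 44.2) and 19.9 (8.90 to 55.4). With 1 library left out, the log2 change of MSX2 ranged from 4.28 to 5.49. MAGEA3 and SSX1, cancer-testis antigens with near-identical paralogs whose reads may be divided between them, rose by 4.35 and 4.23 on the log2 scale, and NEFL, a neurofilament subunit, by 4.16. The ratios of counts of these 3 genes were 20.9 (exact 95% interval 12.2 to 38.6), 19.6 (9.69 to 46.1) and 18.3 (11.4 to 31.2). Markers of an embryonic kidney line, a list fixed in advance because lentivirus is produced in 293T cells, moved with the CB1 group: 4 of 5 tested members rose and none fell (camera adjusted p = 1.69e-04, and adjusted p = 0.118 with an estimated correlation). NEFL, NEFM and INA reached the abundance minimum through their CB1 values, so this share and its test are partly set by the minimum, and with no minimum 6 of 12 members rose by edgeR. INA rose from 0.228 ± 0.207 to 3.63 ± 0.207 CPM and NEFM from 0.739 ± 0.250 to 5.01 ± 0.271 CPM. INA had 12 Vector counts in all and a ratio of counts of 16.0 (exact 95% interval 8.92 to 31.4). PAX8, looked up after the values were seen, had a log2 change of -0.12 and did not pass.

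The 12 largest falls were in ITGA10, SLCO4C1, AGR2, CST1, RAB37, TNFSF18, ASNS, PRRT2, RHOJ, CHAC1, ANKRD22 and MYH15. ITGA10 fell from 97.2 ± 6.65 to 13.8 ± 2.25 CPM, a log2 change of -2.81 ± 0.11 (SE), with an edgeR adjusted p of 2.01e-08. SLCO4C1, an organic anion transporter, was 6.57-fold lower, and AGR2, a disulfide isomerase of secretory cells, was 4.77-fold lower. CST1, a cystatin with close paralogs, was 4.77-fold lower. RAB37, a small GTPase of secretory vesicles, and RHOJ, another small GTPase, were 4.71-fold and 3.99-fold lower. ASNS, the asparagine synthetase, and CHAC1, a glutathione-degrading enzyme, were 4.13-fold and 3.95-fold lower. The log2 changes of TNFSF18, a ligand of the tumour necrosis factor family, PRRT2, ANKRD22 and MYH15 were -2.21, -2.02, -1.98 and -1.93. In each of these 24 genes, all 3 CB1 libraries lay on the same side of all 3 Vector libraries, a requirement of the rule by which they were picked. This separation was seen in 58.9% of all tested genes, against 10% by chance.

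Lipid genes were examined because the study linked CB1 to fatty acid desaturation. SCD, which introduces the first double bond into saturated fatty acids, fell from 698 ± 10.7 to 328 ± 33.4 CPM (mean ± SD, n = 3), a log2 change of -1.09 ± 0.079 (SE) with an edgeR adjusted p of 1.13e-06. FADS2, the delta-6 desaturase, fell from 212 ± 4.10 to 169.9 ± 2.28 CPM, and ELOVL5, an elongase of polyunsaturated fatty acids, from 206 ± 7.55 to 156 ± 6.84 CPM, with edgeR adjusted p of 0.00122 and 4.44e-04. FADS1, the delta-5 desaturase, had 213 ± 2.89 and 239 ± 23.6 CPM and did not pass (edgeR adjusted p = 0.105); without CB1 replicate 1 its log2 change was 0.24 (edgeR adjusted p = 4.69e-05, in a range of 4.69e-05 to 0.839 over all alternatives). FADS1 lies within the bounds of FADS2 on chromosome 11 (61792980 to 61867354), so reads of these overlapping genes are uncertain where strand was not used. ELOVL2 was below the abundance minimum. Of 15 tested genes of fatty acid desaturation and elongation, 3 rose and 5 fell, and the list did not pass (camera adjusted p = 0.454). TECR, the last enzyme of the elongation cycle, rose 1.68-fold. SCD lies on chromosome 10 from 100347124 to 100364834.

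**Figure D1:**
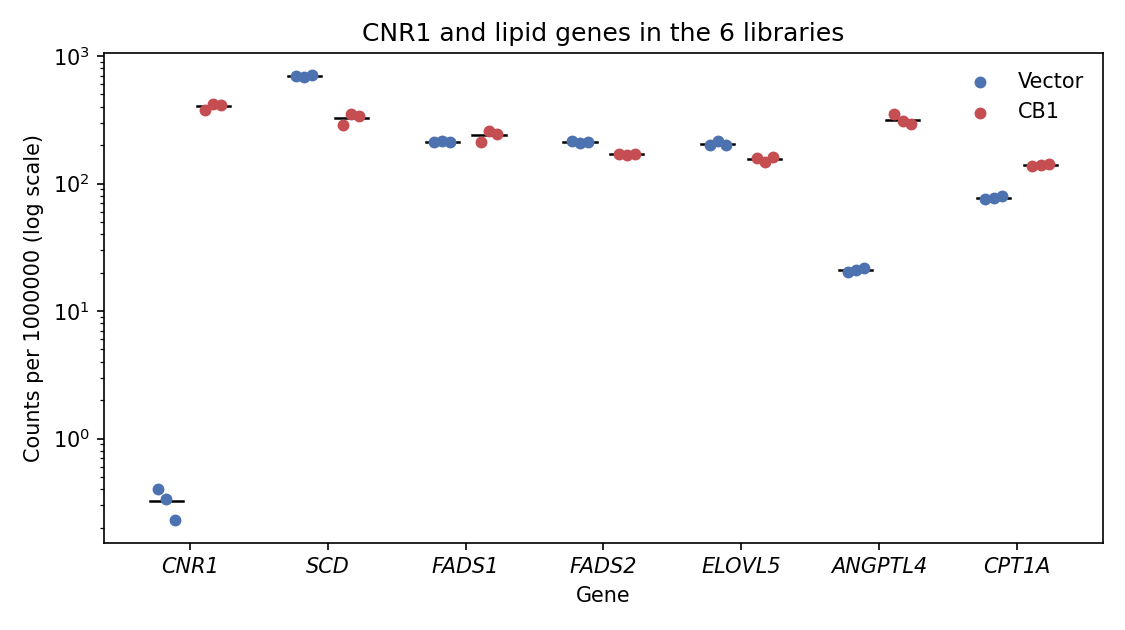
Counts per 1000000 (log axis) of CNR1 and 6 lipid genes in the 3 Vector and 3 CB1 libraries; each point is a library and each line a group mean. SCD, FADS2 and ELOVL5 lie lower in all CB1 libraries, ANGPTL4 and CPT1A higher, and FADS1 overlaps between the groups.

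Most cholesterol synthesis genes fell. Of 24 tested members, 18 fell, none rose and 6 did not pass, with a median log2 change of -0.59 (camera adjusted p = 5.57e-10). With an estimated correlation the adjusted p was 0.0645. MSMO1, a sterol C4-demethylating oxidase, was 2.42-fold lower and HMGCS1, the HMG-CoA synthase, 2.33-fold lower. Of the genes of fatty acid activation and phospholipid remodelling, 7 of 15 fell, MBOAT2 and ACSL3 among them, and 3 rose (camera adjusted p = 0.0672, and 0.0472 without CB1 replicate 3, in a range of 0.00297 to 0.344). In fatty acid synthesis, 7 of 14 genes fell and 4 rose (camera adjusted p = 0.0851, and 0.00330 with no abundance minimum, in a range of 0.00330 to 0.578). LPIN1, a phosphatidate phosphatase, fell from 153 ± 4.61 to 51.9 ± 4.86 CPM and INSIG1, a sterol-regulated retention factor, from 153 ± 7.06 to 87.6 ± 4.67 CPM. Of the fatty acid oxidation and PPAR target genes, 8 of 15 rose and 3 fell (camera adjusted p = 0.00356, and adjusted p = 0.160 with an estimated correlation, and 0.0888 without CB1 replicate 1, in a range of 4.65e-04 to 0.304 over all alternatives). ANGPTL4 rose from 20.99 ± 0.855 to 316 ± 29.5 CPM, PLIN2, a lipid droplet coat protein, from 86.3 ± 3.61 to 173 ± 14.3 CPM, and CPT1A, which carries acyl groups into mitochondria, from 77.5 ± 2.25 to 140.4 ± 2.32 CPM. PPARGC1A, a coactivator of mitochondrial genes, was 3.31-fold lower. In the endocannabinoid list, 5 of 12 genes rose and 3 fell (camera adjusted p = 5.62e-04), and CNR1 was among them. The adjusted p of this list in camera was 0.119 with an estimated correlation, 0.179 without CB1 replicate 1 and 0.882 among genes with a Vector mean of at least 1 FPKM, which leaves CNR1 out (range 1.25e-04 to 0.882). NAPEPLD, which makes anandamide, was 1.51-fold lower, and MGLL, which degrades 2-arachidonoylglycerol, was 1.25-fold higher, a call lost with limma on FPKM rescaled to TPM (log2 change 0.18).

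Ferroptosis genes, which set sensitivity to lipid peroxidation, changed in both directions. In the defence list 8 of 24 genes rose and 8 fell (camera adjusted p = 0.944, and 0.978 in the opposite direction without CB1 replicate 1, in a range of 0.706 to 0.998), and in the promotion list 4 of 18 rose and 6 fell (camera adjusted p = 0.379). SLC7A11 fell from 76.1 ± 2.42 to 32.4 ± 3.21 CPM (edgeR adjusted p = 9.20e-07). The ferritin chains rose, FTH1 2.08-fold and FTL 1.47-fold, and both have processed pseudogenes that may share reads. BACH1, a heme-responsive repressor, was 1.85-fold lower, whereas KEAP1, the adaptor that marks NRF2 for degradation, was 1.54-fold higher. Of the NRF2 targets, 3 of 19 rose and 8 fell (camera adjusted p = 0.404).

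Cell cycle genes were examined because the study measured cyclins and their inhibitors. CCNF, a mitotic F-box cyclin, rose 2.03-fold, CDKN1A, the p21 inhibitor, rose 1.68-fold and CCNE1 and CDK4 rose 1.37-fold and 1.32-fold. CDKN1B, the p27 inhibitor, was 1.47-fold lower, and GADD45A, a stress-induced arrest gene, fell from 125 ± 6.48 to 60.7 ± 10.8 CPM. Genes of S phase and DNA replication rose in 19 of 25 cases, with none lower (camera adjusted p = 2.96e-05, and adjusted p = 0.160 with an estimated correlation), among them CDT1, a licensing factor, at 1.93-fold and RRM2, a ribonucleotide reductase subunit, at 1.82-fold. In the G1 to S list 11 of 18 rose and 4 fell (camera adjusted p = 0.00694, and adjusted p = 0.160 with an estimated correlation). CDKN2A, which encodes the p16 inhibitor and which MDA-MB-231 is known to have lost, rose from 1.33 ± 0.728 to 22.04 ± 4.84 CPM. Its neighbours on the short arm of chromosome 9, chosen after their values were seen, were also higher in CB1 libraries, with ratios of CB1 to Vector counts of 6.50 for KLHL9 (95% exact interval 4.17 to 10.6), 11.2 for MTAP (6.90 to 19.3), 6.98 for CDKN2B (2.08 to 36.5), and 1.77 for FOCAD (1.51 to 2.08), whereas MLLT3, farther towards the telomere, had a ratio of 0.887 (0.816 to 0.965). Replication-dependent histone genes, measured here after poly(A) selection and sharing sequence with one another, rose in 5 of 10 cases (camera adjusted p = 0.0311; 0.286 as adjusted p with an estimated correlation, 0.0712 without CB1 replicate 1 and 0.0524 without CB1 replicate 2, in a range of 0.00531 to 0.286). Of the G2 and M phase genes 11 of 25 rose and 7 fell (camera adjusted p = 0.206), CDC20, an activator of the anaphase-promoting complex, by 1.92-fold. CCND1 had a log2 change of 0.20 ± 0.073 (SE, edgeR adjusted p = 0.0365) and CDK6 of 0.32 ± 0.12 (SE, edgeR adjusted p = 0.0455). The call on CCND1 was lost without Vector replicate 1 (edgeR adjusted p = 0.107), 2 (0.107) or 3 (0.126) and without CB1 replicate 2 (0.145) or 3 (0.0611), within a range of 2.56e-06 to 0.567 over all alternatives. The call on CDK6 was lost without Vector replicate 2 (edgeR adjusted p = 0.173) or 3 (0.123) and without CB1 replicate 2 (0.148) or 3 (0.176), within 6.00e-08 to 0.433. CCNB1, at 0.18 ± 0.075 (SE), did not pass (edgeR adjusted p = 0.0604), but passed without CB1 replicate 1 (0.0386) or 3 (0.0167), within 0.0167 to 0.426. With quantile normalization their log2 changes reversed, to -0.083 for CCND1 and -0.089 for CCNB1.

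**Figure D2:**
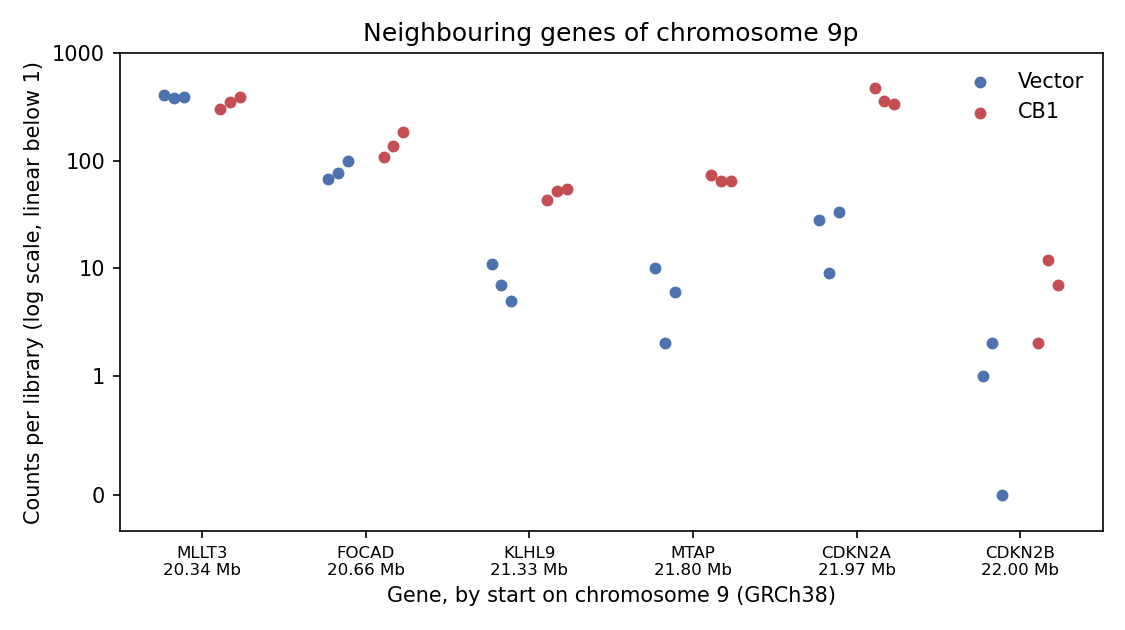
Counts per library (log scale, linear below 1) of 6 genes on chromosome 9, in the order of their start in GRCh38; each point is 1 of 3 Vector or 3 CB1 libraries. From FOCAD to CDKN2A the CB1 libraries all lie above the Vector libraries, while MLLT3 overlaps between the groups, and at CDKN2B the lowest CB1 library equals the highest Vector library.

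Signalling genes were examined because the study placed AKT and ERK downstream of CB1. Neither the PI3K-AKT components, of which 12 of 36 rose and 10 fell (camera adjusted p = 0.949, and 0.516 in the opposite direction without CB1 replicate 1, in a range of 0.344 to 0.993), nor the MAPK components, with 16 of 43 higher and 12 lower (camera adjusted p = 0.0949), passed as lists. Transcripts that follow ERK activity fell in 11 of 22 cases and rose in 5 (camera adjusted p = 0.0136, and adjusted p = 0.160 with an estimated correlation). ETV1, an ETS factor, fell from 230.4 ± 4.59 to 83.6 ± 5.73 CPM, and DUSP6 and SPRY2, feedback inhibitors of the pathway, were 1.59-fold and 1.71-fold lower, while FOSL1, an AP-1 subunit, was 1.56-fold higher. Immediate early genes rose in 9 of 13 cases and fell in 3 (camera adjusted p = 5.08e-04, and adjusted p = 0.160 with an estimated correlation). FOS rose from 9.22 ± 2.84 to 89.7 ± 1.73 CPM and FOSB from 1.27 ± 0.194 to 12.05 ± 0.871 CPM. Of the cAMP and CREB targets 7 of 15 rose and 5 fell (camera adjusted p = 0.0264, and adjusted p = 0.223 with an estimated correlation, 0.128 without CB1 replicate 1 and 0.106 without CB1 replicate 3, in a range of 0.00148 to 0.414). TGF-beta targets rose in 12 of 20 cases and fell in 1 (camera adjusted p = 5.71e-08, and adjusted p = 0.118 with an estimated correlation), with PMEPA1, a feedback inhibitor of the pathway, 2.85-fold higher, and ID1 and ID2, inhibitors of differentiation, 2.44-fold and 4.80-fold higher.

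**Figure D3:**
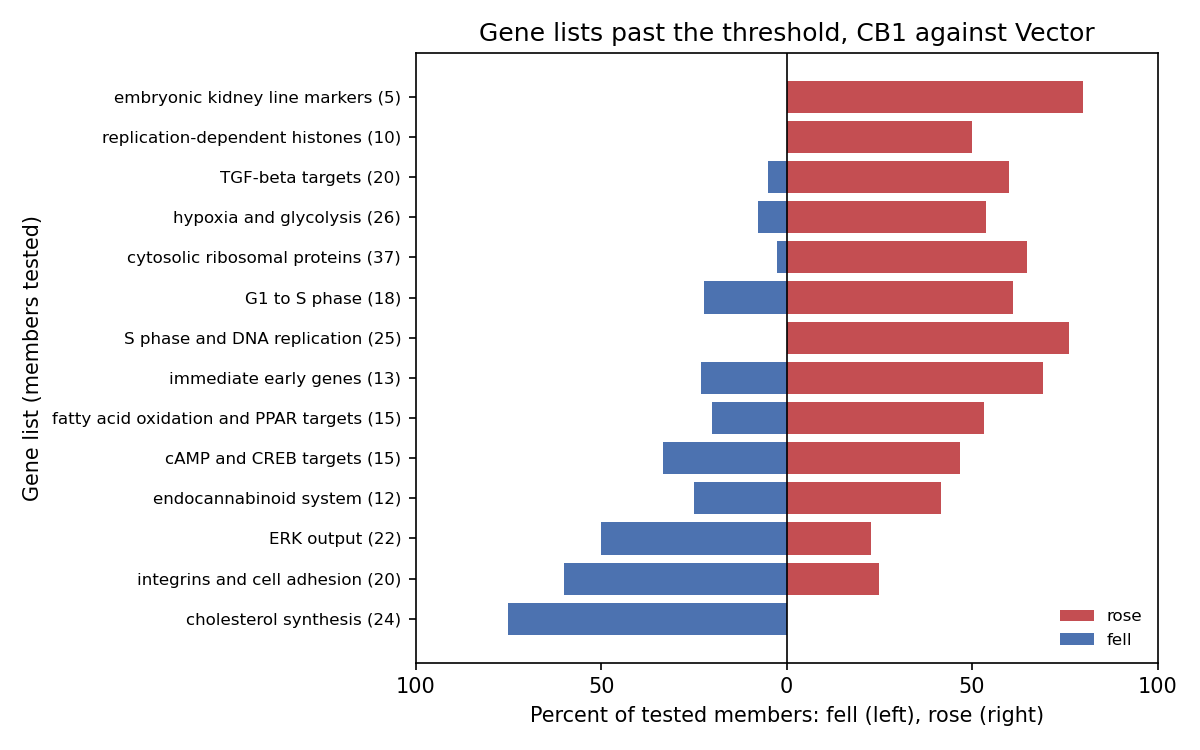
Percent of tested members that rose or fell at an adjusted p under 0.05 in the 14 gene lists that passed camera with its preset correlation, ordered by median log2 change, with the number of tested members in parentheses. Cholesterol synthesis has fallen members and no risen ones, and S phase the opposite.

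Integrins, laminins and related adhesion genes fell in 12 of 20 cases and rose in 5 (camera adjusted p = 5.62e-04, and adjusted p = 0.495 with an estimated correlation). ITGA2 and ITGA1, collagen-binding integrin chains, were 2.69-fold and 2.49-fold lower and LAMB1, a laminin chain, was 1.92-fold lower. Mesenchymal markers went both ways, 10 of 17 higher and 5 lower (camera adjusted p = 0.228, and 0.0211 with no abundance minimum, in a range of 0.0211 to 0.843): FN1, fibronectin, fell from 939 ± 8.52 to 413 ± 90.4 CPM and SNAI2, an EMT transcription factor, rose from 5.49 ± 0.583 to 16.4 ± 1.16 CPM. Hypoxia and glycolysis genes rose in 14 of 26 cases and fell in 2 (camera adjusted p = 2.26e-04, and adjusted p = 0.118 with an estimated correlation). SLC2A1, the glucose transporter, was 1.68-fold and ADM, adrenomedullin, 2.28-fold higher. Cytosolic ribosomal protein genes rose in 24 of 37 cases and fell in 1 (camera adjusted p = 9.46e-06), RPS2 by 2.14-fold. Their estimated correlation was 0.963, with which the adjusted p was 0.576, and the call was also lost with quantile normalization (camera adjusted p = 0.362, in a range of 2.72e-08 to 0.576). Genes often used as references moved too, 7 of 15 higher and 2 lower (camera adjusted p = 0.0875), with GAPDH 1.72-fold and ACTB 1.45-fold higher. With adjustment over the list alone, the counts in the direction of the change were 18 for cholesterol synthesis, 13 for TGF-beta targets, 19 for S phase and 16 for hypoxia and glycolysis. Of 38 lists tested, 11 passed as higher and 3 as lower with the preset correlation, and 0 passed camera with estimated correlations, where 10 had an unadjusted p under 0.05 and 8 passed the rank-based form. Without CB1 replicate 1, 7 passed as higher, and with limma on log2(FPKM + 1), 6 as higher and 1 as lower.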

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

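The alternatives chosen only after seeing the data were the RLE, upper-quartile and library-total scalings, filterByExpr, the Vector minimum of 1 FPKM, DESeq2 and the use of limma on log2(FPKM + 1) as an alternative. The others were planned before. CNR1 stayed higher and past the threshold in all of its alternatives, and SCD stayed lower and past it in all of its own. The number of genes changed ranged from 6151 to 8647 with 1 library left out, and DESeq2 called 7162, of which 7082 were shared with edgeR. Replicate numbers are shared by the groups, but same-numbered libraries did not deviate together (correlations -0.0884, -0.0173 and -0.0492), and no library correlated best with its own number. With a replicate block 7142 genes were called. Calls on the genes named here were lost in 29 of the alternatives' results and gained in 11, and calls on lists in 79 and 15, with directions kept. Depth limits the genes with few Vector counts, whose ratios have wide intervals.

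With a minimum mean of 5 FPKM, which tests fewer genes, 4708 genes changed (2337 higher, 2371 lower), and with a fold over 2 and an unadjusted p under 0.05 1017 (612 and 405). For the next counts the cause was not tested, beyond the number of genes that a minimum admits and the shrinkage that a pseudocount brings. The genes changed by more than 2-fold numbered 2169 with no minimum (1511 higher, 658 lower), 210 at 5 FPKM (119, 91), 569 for protein-coding genes only (318 higher), 1510 with filterByExpr (993 higher) and 580 with a Vector mean of at least 1 FPKM (267 higher). In limma fits they numbered 347 (229, 118) on log2(FPKM + 1), 573 (200 lower) with a pseudocount of 0.5 and 346 (245, 101) with median-of-ratios factors. Limma with quantile normalization gave 333 (211, 122) and with array weights 403 (267, 136). With limma on TPM 346 were over 2-fold higher.

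The lists passing as higher numbered 7 at 5 FPKM, 7 with the Vector minimum, 6 with ranks, 0 with estimated correlations and 7 to 11 with 1 library left out. The limma fits, which change the test as well, gave 6 on log2(FPKM + 1) and 6 and 6 with pseudocounts of 0.1 and 0.5. They gave 7 with TPM, 7 with median-of-ratios factors, 5 with quantile normalization and 6 with array weights. The lists passing as lower numbered 7 with no minimum and 0 with estimated correlations. In limma fits they numbered 1 on log2(FPKM + 1), 1 and 1 with pseudocounts of 0.1 and 0.5, 1 with TPM and 1 with array weights. The mean correlation within groups minus that between groups, 0.0268, moved to 0.0368 with a pseudocount of 0.1, 0.0125 with no minimum, and 0.0326 and 0.0498 at 1 and 5 FPKM.

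The list directions that turned belonged to lists that did not pass in either direction, and the cause was not tested. YAP and TAZ targets turned at camera adjusted p of 0.830 with no minimum, 0.933 with a minimum FPKM of 5 and 0.906 with quantile normalization. PI3K-AKT pathway components turned at camera adjusted p of 0.993 with a minimum FPKM of 1, 0.344 with a minimum FPKM of 5, 0.962 with protein-coding genes only, 0.865 with the Vector minimum, 0.906 with quantile normalization, 0.801 with array weights and 0.516 to 0.986 with 1 library left out, turning without CB1 replicate 1. NF-kB and inflammatory cytokines turned at camera adjusted p of 0.815 with a minimum FPKM of 5, 0.865 with the Vector minimum, 0.709 with limma on log2(FPKM + 1), 0.704 with a pseudocount of 0.1, 0.725 with a pseudocount of 0.5, 0.821 with TPM, 0.702 with median-of-ratios factors, 0.626 with quantile normalization, 0.659 with array weights, 0.695 with limma-voom, 0.619 with ranks and 0.491 to 0.724 with 1 library left out, turning without CB1 replicate 1. Interferon-stimulated genes turned at camera adjusted p of 0.643 with a minimum FPKM of 5. Ferroptosis defence turned at camera adjusted p of 0.908 with a minimum FPKM of 5, 0.974 with library totals alone, 0.749 with quantile normalization and 0.706 to 0.998 with 1 library left out, turning without CB1 replicate 1. Unfolded protein response turned at camera adjusted p of 0.901 with the Vector minimum and 0.665 to 0.974 with 1 library left out, turning without CB1 replicate 2. Oxidative phosphorylation turned at camera adjusted p of 0.906 with quantile normalization. Heat shock response turned at camera adjusted p of 0.437 with quantile normalization. CCND1 reversed, with a log2 change of -0.083 with quantile normalization. CCNB1 reversed, with a log2 change of -0.089 with quantile normalization.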

Other observations

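The gene lists and their camera tests, the splits of the libraries and the test of gene length and abundance were set before their results were seen. The other tests of explanations reported here were chosen after the values they measure had been seen. Genes of the ATF4 and integrated stress response list moved in both directions. PHGDH, the first enzyme of serine synthesis, rose from 10.8 ± 0.203 to 58.3 ± 9.31 CPM (mean ± SD, n = 3), while ASNS, CHAC1 and SLC7A11 fell. Of the ATF4 and integrated stress response genes 13 of 24 fell and 7 rose, and the list did not pass (camera adjusted p = 0.0547), but it passed without Vector replicate 1 (0.0423), 2 (0.0497) or 3 (0.0496), in a range of 0.00119 to 0.311 over all alternatives. IL1B, an inflammatory cytokine, rose 4.16-fold and CSF3, a granulocyte growth factor, 10.5-fold, while BIRC3, an inhibitor of apoptosis, was 1.86-fold lower. Of the NF-kB and cytokine genes 7 of 22 rose and 9 fell, with a median log2 change of -0.15 and a mean of 0.23 that differ in sign (camera, higher, adjusted p = 0.595, and 0.724 in the opposite direction without CB1 replicate 1, in a range of 0.491 to 0.865). Among antigen presentation genes, which share sequence within the HLA family, 7 of 16 rose and 2 fell (camera adjusted p = 0.0949, and 0.00167 with no abundance minimum, in a range of 0.00167 to 0.592), with HLA-DRA 6.39-fold higher.

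The remaining lists also did not pass camera. Among interferon-stimulated genes 7 of 20 rose and 8 fell (camera, higher, adjusted p = 0.772), with ISG15 2.26-fold higher and DDX58, an RNA sensor, 1.96-fold lower. Their median log2 change was -0.065 and their mean 0.15. Of the p53 targets 6 of 19 rose and 8 fell (camera, lower, adjusted p = 0.379; median 0.061, mean -0.14). The FOXO targets had 4 of 17 higher and 8 lower (camera adjusted p = 0.0797, and 0.00167 with no abundance minimum, in a range of 0.00167 to 0.446), and the YAP and TAZ targets 6 of 18 higher and 4 lower (camera, higher, adjusted p = 0.748; median -0.0081, mean 0.050). The camera adjusted p was 0.346 for oxidative phosphorylation, with 6 of 24 higher and 1 lower, 0.228 for mitochondrially encoded genes (6 of 13 and 3), 0.595 for the heat shock response (6 of 14 and 3) and 0.936 for the unfolded protein response (4 of 21 and 5; direction lower, median -0.0029, mean 0.0013). The unfolded protein response had the opposite direction without CB1 replicate 2 (camera adjusted p = 0.892, in a range of 0.244 to 0.984). Luminal markers had 5 of 12 higher and 4 lower (camera adjusted p = 0.379), and endothelial markers 1 of 5 higher and 2 lower (camera, lower, adjusted p = 0.416; median 0.012, mean -0.34). Without an abundance minimum, 6 of 12 embryonic kidney markers, 4 of 19 neuronal genes, 3 of 11 leukocyte markers, 2 of 9 basal keratinocyte markers and 1 of 10 fibroblast markers rose by edgeR, and 0, 3, 1, 2 and 2 fell.

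A group of 122 genes under 1 CPM in Vector was over 4-fold higher in CB1, and CDKN2A, a gene that MDA-MB-231 is known to have lost, and its neighbours KLHL9, MTAP and CDKN2B were also higher, with a lowest lower bound of the ratio of counts of 2.08. Of the former 56 were protein-coding, and the others included antisense, sense-intronic, pseudogene, lincRNA and small RNA genes. Low genes were higher in the CB1 libraries more widely. There 25869 to 27162 genes had a count, against 24007 to 24405 in the Vector libraries. With no abundance minimum the median log2 change over all genes was 0.17. RNA of other human cells may be a source of these genes, such as cells of an embryonic kidney line, of whose 12 listed markers 6 rose and 2 stood at 5 CPM or more in Vector, and the most abundant of those that rose, NEFL, reached 6.22 CPM. In 3.28% of the 122 genes, 4 in all, the counts departed from 1 shared profile over the CB1 libraries. Among them were IRS4, with 203, 501 and 429 counts, and BOLA2B, with 19, 6 and 840. Many of the others had few counts, where a departure could be missed. A constant mix of cells and an even rise within the line would both give a low share, so this share cannot tell them apart. An effect of the receptor on the 122 genes, a difference between separately made lines and sources other than RNA of other cells stay open and untested. A gene lost from the line could not rise within it, but whether these cells lack CDKN2A was not tested. The Vector libraries together also held 70 counts of CDKN2A, 18 of MTAP and 23 of KLHL9.

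SCD, FADS2 and 18 of 24 cholesterol synthesis genes fell in CB1 cells, a list that did not pass camera with an estimated correlation (adjusted p = 0.0645). The study describes higher SCD and FADS2 protein on CB1 overexpression, an increase lost under inhibitors of AKT or ERK, and lower protein of both on CB1 knockdown. It also describes lower levels of both proteins in tumours of mice given the CB1 antagonist rimonabant. After the CB1 antagonist rimonabant it describes lower SCD and FADS2 mRNA, higher ELOVL5 mRNA and little change of FADS1 mRNA. Its qPCR of fatty acid genes also covered CB1 overexpression, but its text gives no such result. Here SCD and FADS2 mRNA fell on overexpression, the direction that the study reports after the antagonist. ELOVL5 fell, opposite to its rise after the antagonist, and FADS1 did not pass. Swapped labels are argued against, because the lowest CB1 value of CNR1 was 949 times its highest Vector value, and scaling, because over 7 scalings the log2 change of SCD was at most -1.07 and the median of the cholesterol synthesis genes at most -0.53. Dilution by RNA of other cells could lower SCD this far only if such RNA made up at least 53.03% of the CB1 libraries. That is the share for RNA without any SCD, and RNA with SCD would need a larger one. Genes under 1 CPM in Vector, CNR1 left out, held 0.444% of CB1 counts and 0.274% of Vector counts. Without the profile of the other cells this sets no bound. An effect of the receptor on these transcripts stays a hypothesis, and protein was not measured here. If each group came from a single stable line, these falls may also be a difference between the lines, which this design cannot separate from the receptor.

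Of 37 cytosolic ribosomal protein genes 24 rose and 1 fell, with a median log2 change of 0.46, and the list did not pass camera with its estimated correlation (adjusted p = 0.576) or with quantile normalization (0.362), in a range of 2.72e-08 to 0.576. Of 10000 lists matched on gene length and abundance, 0.41% had a median as high, and the matched lists themselves had a median of 0.21. Matched genes were drawn independently, without the estimated correlation of 0.963 of the ribosomal protein genes. This share therefore cannot decide whether length and abundance are the whole cause. The difference of the group means of the list was 1.95 times the larger SD within a group, with CB1 replicate 1 at 10.01 log2 CPM and the other CB1 libraries at 9.72 and 9.62. A shared deviation of single libraries therefore cannot be told apart from a difference between the groups, since 3 libraries per group leave this open. The Vector libraries stood at 9.33, 9.42 and 9.42.

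The 10 splits of the libraries into 3 and 3 are too few for a share under 0.05. The real split was the 1 split with as many calls for each result: it gave 7607 genes, 926 genes over 2-fold and 14 lists past the threshold, and the highest of the other splits gave 0 genes, 0 genes over 2-fold and 9 lists. Every other split mixed both groups on each side. This widened the spread within sides and left part of the group difference between them, so those counts are no measure of chance.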
